A study of Rattus norvegicus with 75 samples.

How the data were processed

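The series measured messenger RNA by RNA sequencing in kidney tubule segments that were dissected by hand from male Sprague-Dawley rats of 120 to 160 g, per the labels' protocols. The segments were the cortical collecting duct (CCD), where principal cells take up water and sodium and intercalated cells handle acid and base, and the cortical thick ascending limb (cTAL), which takes up salt without water. Rats ate food without lithium or with lithium chloride at 40 mM per kg food for 12, 24, 36 or 72 h. Full-length cDNA was made with a SMARTer V4 kit and 15 cycles of PCR, and libraries were made with a Nextera XT kit from 1 ng of cDNA, per the labels' protocols. The protocol also names 0 h, and none of the 75 libraries carries that time.

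The values are TPM per gene and library as deposited, in a single table of 32754 genes and 75 libraries with 2 decimals. Per the submitters' processing notes, STAR 2.5.2b and RSEM 1.2.31 and the genome build Rnor_6.0 were used. TPM is already divided by transcript length and by the library total, so the sequencing depth is unknown. No interval from counting error can be given, and the precision rests on the spread between libraries. Gene symbols and Ensembl identifiers were taken from the deposited table. Of 523 listed symbols, 507 matched by symbol, 1 matched through a synonym in a table of the GRCr8 assembly, and 15 did not match. That assembly differs from the build of the values, so no coordinates were used. SMARTer cDNA keeps no strand, so overlapping genes on opposite strands cannot be told apart, and close paralogs such as the RT1 genes of the major histocompatibility complex share reads that RSEM divides between them.

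Libraries were put in 10 groups by their labels. Each comparison was fitted with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with a mean-variance trend, and p-values were two-sided and adjusted by Benjamini-Hochberg (BH) over the genes tested. A gene was called at an adjusted p under 0.05. Genes entered a comparison with a TPM of at least 1 in as many libraries as its smallest group. All fold changes are on the log2(TPM + 1) scale, which understates the change of low genes. The comparisons at 72 h used their own groups, and those at 12, 24 and 36 h used a joint fit of the 6 early CCD groups, so that the smallest group of 2 libraries shared an estimate of the spread. The difference of the lithium effects between segments and the difference between segments in controls came from a joint fit of the 4 groups at 72 h. Differences of the lithium effect over time and of controls over time were moderated F tests in a joint fit of the 8 CCD groups. Aqp2 was also tested alone with a two-sided permutation test, exact where a group had under 10 libraries and with 100000 resamples otherwise (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1). Figures were drawn with matplotlib 3.10.9.

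Before the data were examined, 25 gene lists were fixed: principal cell, intercalated cell, thick ascending limb, distal convoluted and connecting tubule, proximal tubule, endothelial, immune, fibroblast and smooth muscle, NF-kB and inflammatory, AP-1 and immediate early, cell cycle, p53 targets, oxidative stress (Nrf2), Wnt and beta-catenin targets, TGF-beta targets, osmotic response (Nfat5), inositol metabolism, mineralocorticoid and glucocorticoid response, circadian clock, prostaglandin, unfolded protein response, heat shock, tubular injury, glycolysis and oxidative phosphorylation. Each was tested with limma's camera at a preset correlation of 0.01, which asks whether a list moved relative to other genes, with BH over the 25 lists. Camera with an estimated correlation and fry were alternatives. The named genes were also fixed by rule: a panel of Aqp2, Aqp3, Avpr2, Scnn1b, Fxyd4, Slc4a1, Slc26a4, Umod and Slc12a1, the 10 called genes with the largest rise and the 10 with the largest fall that had a symbol of their own and a mean of at least 5 TPM in the higher group, and up to 4 members of smallest p per list. For the F tests the 10 called genes of smallest p were taken, with the clock list.

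The analysis was tested on simulated data made from the real means and spreads with 200 changed genes. Of 100 genes changed by a log2 of 1, 99 were recovered for CCD at 72 h, 91 for cTAL, 83 at 12 h, 94 at 24 h, 87 at 36 h, 80 for the difference between segments and 95 between segments in controls. The F tests recovered 31 for lithium over time and 69 for controls over time. At a log2 of 2, between 86 and 100 were recovered in the 9 simulated comparisons. Between 4 and 17 unchanged genes were called in each of them. These figures are for fits over libraries. No recovery was simulated for the means of libraries that share a pattern, described below. A shifted list was called in 6 of 6 simulated list tests, with 1 other list called in all. Means and spreads carry neither the correlation between genes of a list nor the sets of libraries described below. The simulated calls of unchanged genes and lists thus do not give the false calls to expect in the real data.

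Alternatives were other pseudocounts (0.1 and 5 TPM), no filter or a filter of 5 TPM, median-of-ratios scaling, quantile normalization, library weights, covariates for proximal tubule genes or for the number of detected genes, a minimum change of 2-fold, the replicate number as a block, other sets of groups in the fit and leaving out each library in turn. After seeing the data, 4 more were added: leaving out 6 libraries that stood apart from their group, taking the mean of libraries that shared a pattern of genes with separated levels, and fitting these means with the sets paired between segments or with low and high library numbers as a block. No library values were identical among 2775 pairs, and the highest correlation was 0.987. No column of the table belonged to a sample outside the series (0 columns). Results of some genes that these rules name are not reported here.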

Results

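The data comprised 75 libraries of microdissected rat tubule, 53 from CCD and 22 from cTAL. In CCD there were 3 control and 2 lithium libraries at 12 h, 3 and 3 at 24 h, 3 and 3 at 36 h, and 17 and 19 at 72 h. In cTAL there were 12 control and 10 lithium libraries at 72 h. Between 10888 and 12411 genes had a TPM of at least 1 in a library. The labels do not say which libraries came from separate rats, so the p-values measure only the spread between libraries, which may be technical. The series asks which signals start lithium-induced nephrogenic diabetes insipidus, in which the collecting duct stops responding to vasopressin and water is lost in urine.

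Control libraries carried the markers of the segment on their label. They were not equally free of markers of other cell types. At 72 h the mean log2 level of immune markers was 5.48 (SD 0.492) in control cTAL and 2.37 (SD 0.811) in control CCD libraries. For endothelial markers it was 4.07 (SD 0.482) and 2.15 (SD 0.524). Aqp2, the vasopressin-regulated water channel (ENSRNOG00000054378), was higher in CCD than in cTAL by a log2 of 9.72 (SE 0.143), and Aqp3, the basolateral water channel, by 9.17. Slc26a4, the chloride-bicarbonate exchanger pendrin, was higher by 9.07. Umod, which encodes uromodulin, was lower in CCD with a log2 of -9.99 (SE 0.281), and Slc12a1, the sodium-potassium-chloride cotransporter of the thick limb, with -9.46. Fxyd4, Scnn1b, Slc4a1 and Avpr2 were higher in CCD by 8.65, 6.39, 7.82 and 3.49. The other large rises were in Rhcg (8.91), Kcne1 (8.83), Atp6v1g3 (8.51), Muc20 (8.47), Scnn1g (8.38) and Foxi1 (8.33). The other large falls were in Ppp1r1a (-9.36), Cldn10 (-8.58), Car4 (-8.07), Fxyd6 (-7.85), Ppp1r1b (-7.79), Tmem207 (-7.67), Slc9a3 (-6.62) and Cxcl12 (-6.49). Limma with BH adjustment called 8153 of 11925 genes, 5937 higher and 2216 lower in CCD. Median-of-ratios scaling shifted the median of all genes by -0.266 and gave 3615 higher and 3491 lower.

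Aqp2 was lower in lithium than in control CCD libraries at each time. Its mean fell from 4908 ± 1230 TPM (SD, n = 17) to 3370.9 ± 495 (n = 19) at 72 h, a log2 difference of -0.52 (permutation test p = 4e-05, adjusted p = 0.0002 with BH over 5 tests), and 10 of 19 lithium libraries lay below the lowest control. This test takes libraries as exchangeable. Control libraries 5 to 8 lay at 3433.81 to 3579.85 TPM, close to the lithium mean, and control libraries 9 to 12 at 6242.27 to 7327.62 TPM. Each of these runs is 1 set of libraries that share a pattern, described with the early times. On means of such sets Aqp2 was not called at 72 h (limma adjusted p = 0.0707). That fit has 4 control and 4 lithium means, and the lost call does not show that the fall was absent. At 36 h it was 1913.4 ± 138 TPM against 5854 ± 465 (n = 3 each), a log2 difference of -1.61. At 24 h it was 4265.1 ± 123 against 5901.7 ± 633 (n = 3 each), with -0.46, and at 12 h 3596.7 ± 80 (n = 2) against 6626.4 ± 642 (n = 3), with -0.88. All lithium libraries lay below all controls at these 3 times. The exact permutation p was 0.1 at 24 and 36 h, the smallest these designs allow. It was 0.2 at 12 h, where the design cannot give a p under 0.05 either. In cTAL Aqp2 was near the floor, at 3.756 ± 2.31 against 4.965 ± 2.08 TPM (permutation p = 0.119).

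**Figure D1:**
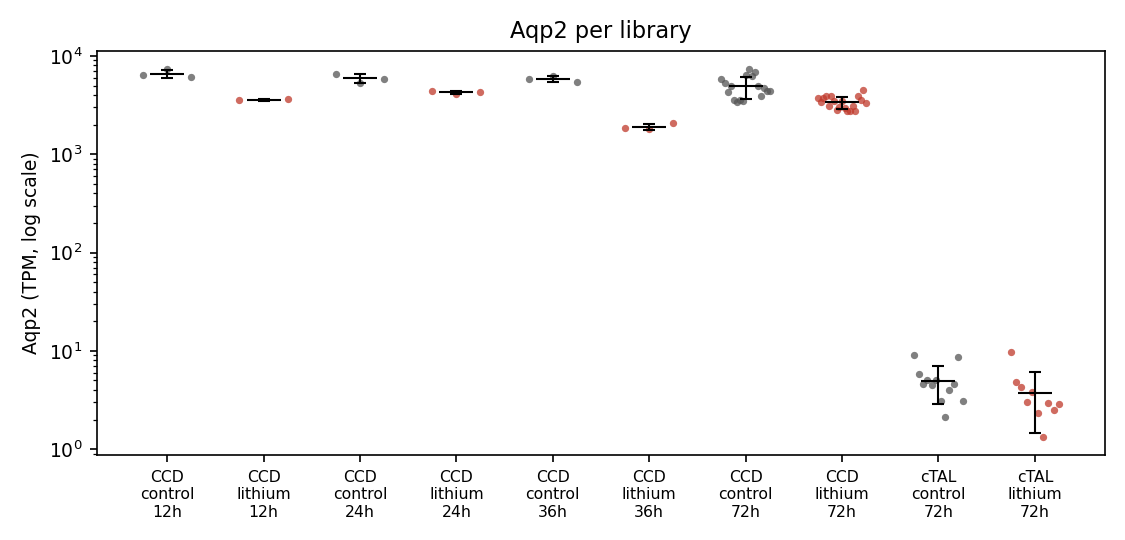
Aqp2 in TPM on a log axis for each library of the 10 groups, control in grey and lithium in red. Points are libraries, the black bar is the mean and the whiskers are 1 SD; at 36 h the lithium mean was 1913.4 TPM and the control mean 5854.

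At 72 h in CCD, Ccl20 and Cxcl10 rose and Egr1, Fos and Junb fell. Ccl20 rose from 3.17 ± 3.78 to 129.2 ± 44.3 TPM, a log2 of 5.38 (SE 0.279). Mmp2, a matrix metalloproteinase, rose by 4.17 (SE 0.172), Phlda3, a p53 target, by 3.58 (SE 0.172), and Cxcl10, an interferon-induced chemokine, by 3.29 (SE 0.196). Ctrb1, which encodes a chymotrypsinogen, went from 0.0312 to 12.8 TPM, and Gip, which encodes an incretin hormone, from 0.0388 to 8.58 TPM. Pdlim1, Adm2, Krt19 and Ubd rose by 3.27, 3.11, 3.09 and 2.84. Gdpd2 fell by 2.89, and the immediate early genes Egr1, Fos, Zfp36 and Junb fell by 2.22, 2.22, 2.21 and 2.14. Fos went from 1657 ± 359 to 390.5 ± 189 TPM. Id3, Id1, Rasd1, Cldn19 and Rgcc fell by 2.16, 2.06, 1.92, 1.88 and 1.80. Among transport genes, Scnn1b, a subunit of the epithelial sodium channel, fell by 1.16 (SE 0.083), Avpr2, the vasopressin receptor, by 0.68 (SE 0.078), Slc4a1, the anion exchanger of acid-secreting cells, by 0.97 (SE 0.183), and Slc26a4 by 0.64 (SE 0.09). Aqp3 and Fxyd4 fell by 0.29 and 0.21. Umod (0.48, SE 0.3) and Slc12a1 (0.27, SE 0.323) were not called.

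Limma with BH adjustment called 4338 of 11644 genes at 72 h in CCD, 2564 higher and 1774 lower, and 485 of them changed at least 2-fold. Detected genes averaged 11766.6 (SD 308.1) in lithium and 11535.8 (SD 228.3) in control libraries. The mitochondrial share of TPM was 10.7% (SD 2.13) and 12.2% (SD 2.48). Median-of-ratios scaling gave 2394 higher and 2326 lower, and quantile normalization 2431 and 2852. Means of libraries that share a pattern, described with the early times, gave 1759 called genes, and then Aqp2 (adjusted p = 0.0707), Aqp3 (0.472), Fxyd4 (0.181) and Id3 (0.0744) were no longer called with limma. The control sets themselves differed by up to 3.64 in Id3 and 2.26 in Id1, more than the falls of these genes.

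All 34 tested cell cycle genes rose at 72 h in CCD, 34 also adjusted over the list alone, with a median log2 of 1.60 (camera adjusted p = 1.01e-35; adjusted p = 0.00502 with an estimated correlation). Cdk1, the mitotic kinase, rose by 1.87, Mcm5, of the replicative helicase, by 1.92, Cdkn3 by 1.98 and Pcna, the polymerase clamp, by 0.97. Of 20 tubular injury genes 13 rose and 1 fell (14 and 2 adjusted over the list alone; adjusted p = 0.0431 with an estimated correlation), among them Lcn2 (2.80), Vcam1 (1.86) and Tnfrsf12a (1.36). Of 21 intercalated cell genes 19 fell (19 adjusted over the list alone; adjusted p = 0.0431 with an estimated correlation), among them Atp6v1c2 (-0.80), Foxi1 (-0.57), Hepacam2 (-0.50) and Atp6v0d2 (-0.41). Principal cell genes fell in 14 of 20 cases (14 adjusted over the list alone; camera adjusted p = 1.19e-07; adjusted p = 0.124 with an estimated correlation), with Kcne1 at -1.22 and Scnn1a at -0.94. Of 27 NF-kB and inflammatory genes 19 rose and 3 fell (20 and 4 adjusted over the list alone; camera adjusted p = 4.53e-10; adjusted p = 0.0733 with an estimated correlation), with Cxcl16 at 1.98 and Bcl3 at 1.84. Of 20 AP-1 and immediate early genes 12 fell and 1 rose (12 and 2 adjusted over the list alone; adjusted p = 0.183 with an estimated correlation), with Ier3 at -1.71 and Btg2 at -1.55. Of 17 p53 targets 10 rose and 5 fell (11 and 5 adjusted over the list alone; adjusted p = 0.142 with an estimated correlation), with Cdkn1a at 2.67, Ccng1 at 1.18 and Bax at 1.05.

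Camera at the preset correlation called 5 more lists at 72 h in CCD, none of them with an estimated correlation. Oxidative phosphorylation genes rose in 24 of 35 cases and 1 fell (27 and 1 adjusted over the list alone; adjusted p = 0.367 with an estimated correlation), with Cyc1 at 0.29. Mineralocorticoid and glucocorticoid response genes fell in 12 of 18 cases and 1 rose (14 and 1 adjusted over the list alone; adjusted p = 0.219 with an estimated correlation), with Sgk1 at -0.74 (not called by limma on set means, adjusted p = 0.0513). TGF-beta targets fell in 6 of 13 cases and 1 rose (6 and 1 adjusted over the list alone; adjusted p = 0.367 with an estimated correlation), with Id2 at -0.94. Clock genes fell in 7 of 17 cases and 1 rose (7 and 1 adjusted over the list alone; adjusted p = 0.463 with an estimated correlation), with Nr1d1 at -1.16. At 36 h the clock list went the other way, with 11 of 17 genes higher, 4 lower and a median of 0.70. Camera did not call it there (adjusted p = 0.21), while fry placed it higher (adjusted p = 0.000282). Endothelial markers, which belong to another cell type, fell in 9 of 10 cases (9 adjusted over the list alone) with a median of -0.86 (adjusted p = 0.327 with an estimated correlation). The camera adjusted p was 0.388 for thick ascending limb, proximal tubule, Wnt and beta-catenin and prostaglandin lists, 0.537 for the distal convoluted and connecting tubule, 0.477 for immune, 0.242 for fibroblast and smooth muscle, 0.409 for oxidative stress, 0.984 for osmotic response, 0.078 for inositol metabolism, 0.824 for unfolded protein response and heat shock and 0.729 for glycolysis. Among these uncalled lists, fry placed Wnt and beta-catenin targets (adjusted p = 0.00145, median 0.516) and oxidative stress (0.00816) higher. It placed fibroblast and smooth muscle (0.00816) and thick ascending limb (0.0301) lower, and called none of the others. Inpp1, an inositol phosphatase that lithium inhibits, fell by 0.44 (SE 0.079).

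**Figure D2:**
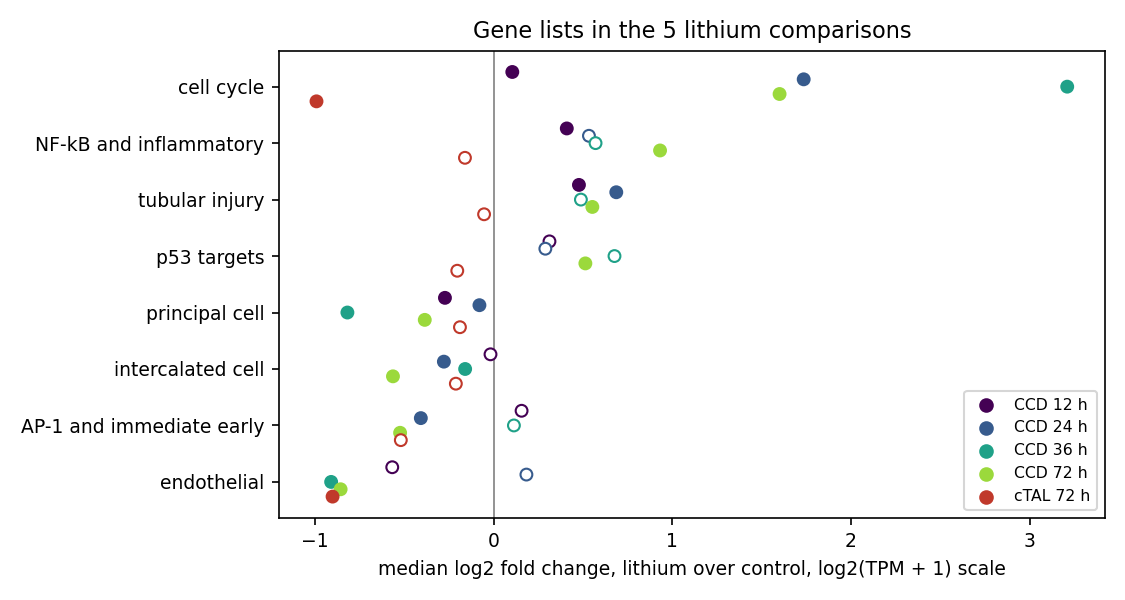
Median log2 fold change, lithium over control on the log2(TPM + 1) scale, of the tested members of 8 gene lists in 5 comparisons. Filled points are lists called by camera at the preset correlation and open points are not; the cell cycle list lies at 3.21 in CCD at 36 h and at -0.99 in cTAL.

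At the early times the libraries of each group were alike in genes whose levels are otherwise separated into 2 states. Among 12 such genes, chosen after seeing the data, each of the 6 early groups had at least 11 with a single state. The libraries at 72 h fell in 4 sets of control and 4 of lithium libraries, in consecutive numbers within each segment. These sets came from a tree of the libraries cut at a height of 2, with joins within sets up to 1.5 and between sets from 3.33. Libraries of a set are said to share a pattern, although the states of some of the 12 genes differed within sets. Each early group thus resembled a single set of the kind seen at 72 h. When the libraries of a set were averaged, limma called 3 genes at 12 h, 313 at 24 h and 683 at 36 h, and the counts over libraries below stand beside these. In these fits each early group is a single mean, so the spread comes from the sets at 72 h alone.

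At 12 h in CCD, 11 of 34 cell cycle genes rose (adjusted p = 0.711 for the list with an estimated correlation) and Dusp2, a phosphatase of MAP kinases, fell. Mcm5, Cdc6 and Mcm3, which load or form the replicative helicase, rose by 1.96, 1.98 and 1.97. Id1 rose by 3.12 (SE 0.432), Lcn2 by 2.60, Adm2 by 2.56, Ccl2 by 2.44 and Id3 by 2.39, and Cyr61 rose from 1.02 to 12.1 TPM. Slc39a1, Repin1 and H3f3c, which are among the 12 genes that define the sets, rose by 2.67, 3.04 and 2.32. The control sets at 72 h differ by up to 3.64 in Id3, more than its rise. Falls were found for Dusp2 (-2.82), Apcdd1 (-2.54), Tfrc (-2.47), Maob (-2.43), Cnpy1 (-2.31), Pgam2 (-2.13) and Aldh2 (-1.83). Fxyd4 rose by 0.84, and Aqp2, Aqp3 and Scnn1b fell by 0.88, 0.49 and 0.50. Avpr2 (0.36), Slc4a1 (-0.06), Slc26a4 (-0.00) and Umod (0.81) were not called.

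Limma with BH adjustment called 1411 of 12016 genes at 12 h, 957 higher and 454 lower, and median-of-ratios scaling gave 814 and 703. Of the genes named for 12 h, only Apcdd1 was called on set means. Apcdd1 also differed over time between the control groups, described below, with its highest control level at 12 h. Its fall at 12 h can thus not be ascribed to lithium alone. Of 34 cell cycle genes 11 rose (11 adjusted over the list alone; adjusted p = 0.711 with an estimated correlation). Of 20 tubular injury genes 6 rose and 1 fell (10 and 1 adjusted over the list alone; adjusted p = 0.0819 with an estimated correlation), and of 29 NF-kB genes 8 rose and 1 fell (11 and 2 adjusted over the list alone; adjusted p = 0.635 with an estimated correlation). Principal cell genes rose in 2 and fell in 6 of 20 cases (3 and 9 adjusted over the list alone; adjusted p = 0.554 with an estimated correlation). Of 19 unfolded protein response genes 7 fell, Hspa5 by 1.05 (9 adjusted over the list alone; adjusted p = 0.365 with an estimated correlation). Of 16 glycolysis genes 7 fell and 1 rose (8 and 1 adjusted over the list alone; adjusted p = 0.392 with an estimated correlation), and of 35 oxidative phosphorylation genes 11 fell (14 adjusted over the list alone; adjusted p = 0.419 with an estimated correlation). Immune markers were lower in the lithium libraries, 3 of 15 called (7 adjusted over the list alone; adjusted p = 0.419 with an estimated correlation), among them Coro1a (-2.23) and Laptm5 (-2.10), and 0 of 15 proximal tubule markers was called by limma in the list with a median of -0.62 (adjusted p = 0.711 with an estimated correlation).

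At 24 h in CCD, Clu, Lcn2 and Timp1 had the largest rises. Clu, a secreted chaperone, rose from 68.8 ± 10.4 to 6620 ± 651 TPM (n = 3 each), a log2 of 6.57 (SE 0.157). Lcn2, which binds siderophores, rose from 4.19 to 291.4 TPM and Timp1, a metalloproteinase inhibitor, from 4.16 to 237.2 TPM. They were followed by replication genes, with Mcm3, Mcm5, Dscc1, Dtl and Cdc6 higher by 3.31, 3.30, 3.12, 3.12 and 3.11, together with Scin (3.31) and Ckap2l (3.24). Crb2 fell by 4.10, Mx2 by 2.92, Rd3l by 2.78, Oas1a by 2.41, Pim1 by 2.30 and Mgst1 by 2.18. Gatm, Gpx3 and Ass1, which proximal tubule cells express, fell by 2.47, 2.42 and 2.31. Avpr2, Scnn1b and Aqp2 fell by 0.33, 0.56 and 0.46 and Umod rose by 0.87. Aqp3 (0.02), Fxyd4 (-0.05), Slc4a1 (-0.49) and Slc26a4 (-0.28) were not called.

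Limma with BH adjustment called 3059 of 11909 genes at 24 h, 2372 higher and 687 lower. Median-of-ratios scaling shifted the median of all genes by -0.153 and gave 1565 higher and 1430 lower. The mitochondrial share of TPM was 7.66% (SD 0.139) in lithium and 11.1% (SD 1.03) in control libraries at 24 h, and 11915.7 and 11669.3 genes were detected on average. All 34 cell cycle genes rose with a median of 1.74 (34 adjusted over the list alone; adjusted p = 0.118 with an estimated correlation). Of 20 tubular injury genes 11 rose and 1 fell (11 and 1 adjusted over the list alone; adjusted p = 0.0238 with an estimated correlation). Intercalated cell genes fell in 7 and rose in 1 of 21 cases (7 and 1 adjusted over the list alone; adjusted p = 0.0245 with an estimated correlation), with Rhbg at -0.81. Principal cell genes fell in 5 and rose in 2 of 20 cases (6 and 2 adjusted over the list alone; adjusted p = 0.571 with an estimated correlation). Of 20 AP-1 genes 10 fell and 2 rose (10 and 2 adjusted over the list alone; adjusted p = 0.445 with an estimated correlation), with Ier3 at -1.56 and Fos at -1.41. Of 9 Wnt targets 6 rose (6 adjusted over the list alone; adjusted p = 0.445 with an estimated correlation), with Cd44 at 1.27. Proximal tubule markers fell in 7 of 18 cases (8 adjusted over the list alone) with a median of -1.49 (adjusted p = 0.445 with an estimated correlation). Camera at the preset correlation also placed 3 lists lower, with adjusted p = 0.584, 0.571 and 0.571 with an estimated correlation. These were the corticoid response (3 of 19 genes rose and 3 fell; 4 and 3 adjusted over the list alone), clock (2 of 16 rose and 5 fell; 3 and 6) and oxidative phosphorylation (3 of 35 fell; 1). With the detected-gene covariate the last turned to higher and was not called (camera adjusted p = 0.77). On set means Ckap2l, Aqp2, Avpr2, Scnn1b, Umod, Rhbg, Cd44 and all large falls but that of Crb2 were no longer called by limma.

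At 36 h in CCD, Tubb6, Ckap2l, Ccl20 and Cxcl10 rose and Aqp2 and Scnn1b fell. Tubb6, Ckap2l, Gtse1 and Tacc3, which belong to the cytoskeleton or the spindle, rose by 4.32, 4.08, 4.05 and 4.02. Ccl20 rose by 4.65 (SE 0.771), Cyr61 by 4.41 and Cxcl10 by 4.17 (SE 0.45). Ndufs5, RT1-T24-1 and Crb2 rose by 5.48, 4.21 and 4.18, while Crb2 had fallen by 4.10 at 24 h. Scnn1b fell by 1.59, Aqp2 by 1.61, Fxyd4 by 1.18, Avpr2 by 1.06, Aqp3 by 0.79 and Slc26a4 by 0.55 (SE 0.149). Umod fell by 1.15 and Slc4a1 (-0.01) was not called. RT1-CE16, also among the genes that define the sets, fell by 3.21. Other falls were in Socs3 (-2.95), Agtr1a (-2.70), Alox15b (-2.61), Cyp4b1 (-2.47), Slc4a5 (-2.28), Ly6g6e (-2.23), Dnase1 (-2.20) and Rasd1 (-2.19).

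Limma with BH adjustment called 4198 of 12069 genes at 36 h, 3078 higher and 1120 lower. Detected genes averaged 12053.7 in lithium and 11785.7 in control libraries at 36 h, the mitochondrial share was 8.34% (SD 0.252) and 10.1% (SD 1.47), and the number of detected genes as a covariate left 2512 called genes. Median-of-ratios scaling shifted the median of all genes by -0.146 and gave 2139 higher and 2019 lower, and quantile normalization gave 2042 and 2471. All 34 cell cycle genes rose with a median of 3.21 (34 adjusted over the list alone; adjusted p = 0.0729 with an estimated correlation), and Rrm2 rose by 3.66. Principal cell genes fell in 16 of 20 cases (16, with 1 higher, adjusted over the list alone; adjusted p = 0.0729 with an estimated correlation), and intercalated cell genes in 6 of 21 (6 adjusted over the list alone; adjusted p = 0.0729 with an estimated correlation). Heat shock genes rose in 10 of 17 cases (11, with 1 lower, adjusted over the list alone; adjusted p = 0.508 with an estimated correlation), with Hsp90aa1 at 1.28. Prostaglandin genes fell in 5 and rose in 1 of 12 cases (5 and 1 adjusted over the list alone; adjusted p = 0.116 with an estimated correlation), with Ptges at -0.54. Of 9 thick ascending limb genes 4 fell and 1 rose (5 and 1 adjusted over the list alone; adjusted p = 0.0771 with an estimated correlation), with Cldn19 at -1.96. Endothelial markers fell in 2 of 10 cases with a median of -0.91 (2 adjusted over the list alone; adjusted p = 0.508 with an estimated correlation), and 0 of 14 immune markers was called with limma, with a median of -0.56 (adjusted p = 0.586 with an estimated correlation). On set means limma no longer called RT1-T24-1, RT1-CE16, Cyp4b1, Ly6g6e, Dnase1, Aqp3, Avpr2 (adjusted p = 0.0502), Slc26a4 and Umod, with a single mean per group at 36 h and the spread of the sets at 72 h.

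The genes called in CCD at 72 h mostly had the same direction earlier. The share with the same sign was 68.6% of 4264 genes at 12 h, 75.5% of 4276 at 24 h and 84.9% of 4308 at 36 h. Other splits of the early libraries into 2 groups gave up to 60.3%, 74.2% and 80.1%. At 24 and 36 h every other split has lithium and control libraries in unequal numbers on each side. Its share can thus keep a part of a lithium effect and is not a baseline for chance. With 10 splits per time, chance cannot be excluded for these shares either way. Across genes, which are not independent replicates, Pearson's r was 0.403, 0.642 and 0.767 and Spearman's rho 0.424, 0.642 and 0.773. Over all tested genes rho was 0.3, 0.43 and 0.564. The lithium effect differed over the 4 times for 1189 of 14105 genes by limma's F test. Clu (adjusted p = 5.03e-18) and Timp1 (9.16e-09) had their largest rise at 24 h (Timp1 also rose by 1.04 at 72 h), and Ctrb1 (1.15e-12) and Gip (3.04e-09) at 36 and 72 h. Apcdd1, Shisa2, Tcf19, Crb2, Txk and Smpdl3b completed the 10 genes of smallest p. Aqp2 (adjusted p = 0.00214), Avpr2 (0.000424), Scnn1b (0.00585) and Fxyd4 (5.78e-08) also differed over time by limma. In the clock list Per1, Per2, Per3, Dbp, Tef and Nr1d2 were called, Tef with an adjusted p of 0.000248. On set means, with a single mean per early group, limma called 17 genes, and Ctrb1, Gip, Tcf19, Crb2, Txk, Smpdl3b, Aqp2, Avpr2, Scnn1b and Fxyd4 were no longer called.

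Control CCD libraries differed over time as well, with 1974 of 12817 genes called by limma's F test and 15 on set means, again with a single mean per early group. Apcdd1 had the smallest adjusted p (4.04e-18), at 101.1 TPM at 12 h, 11.03 at 24 h, 78.75 at 36 h and 21.3 at 72 h. Insig1 (7.89e-11), a regulator of sterol synthesis, and Dbp (4.11e-10), a clock output gene, were among the genes of smallest p, with Scin, Flywch2, Elavl1, Smpdl3b, Shisa2 and Grem1. Of the clock list, Per2, Per3, Arntl, Npas2, Cry1, Tef, Nr1d1, Nr1d2, Bhlhe40 and Nfil3 were called besides Dbp. The genes named here outnumber those called on set means, so not all of them stayed called there.

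In cTAL at 72 h, 12 of 32 cell cycle genes fell (adjusted p = 0.0596 for the list with an estimated correlation). Ccna2, which encodes cyclin A, fell from 9.82 ± 5.31 (SD, n = 12) to 2.203 ± 2.49 TPM (n = 10), a log2 of -1.97 (SE 0.328). Pbk, Tubb6, Rrm2, Cdkn3, Kifc1, Ube2c and Spc25 fell by 1.71, 1.60, 1.59, 1.58, 1.58, 1.56 and 1.52. Angptl4, a lipase inhibitor, fell by 2.74 (SE 0.563) and Igf1 by 1.87. Fxyd1, a regulator of the sodium pump, rose by 2.16 (SE 0.496), Kng2, a kininogen, by 1.57, Defb1, a defensin, by 1.35, Tnni1 by 1.30 and Mlana by 1.15. Wfdc1, Defb29, Ccl27, Bre and Chchd1 rose by 0.83, 0.80, 0.69, 0.51 and 0.49. Umod (0.07, SE 0.109), Slc12a1 (-0.08), Aqp2 (-0.37), Aqp3 (-0.37), Avpr2 (-0.02), Scnn1b (-0.32), Fxyd4 (-0.03) and Slc26a4 (-0.59) were not called, and Slc4a1 was below the level tested.

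Limma with BH adjustment called 82 of 11702 genes in cTAL, 13 higher and 69 lower, and median-of-ratios scaling gave 21 and 54. On set means 0 genes were called by limma, with 362 at an unadjusted p under 0.05, and the 20 genes named above with a rise or fall had an adjusted p of 0.956. Control library 1 alone formed 1 of the 4 control means, and it stood apart from its group. With low and high library numbers as a block, all 20 genes kept their sign on set means. Ccna2 was then at -1.92 and Igf1 at -1.25, so the lost calls do not show that the changes went away. Leaving out lithium library 7 gave 152 genes, control libraries 2, 9 or 10 gave 48, 49 and 48, and lithium libraries 3 or 4 gave 44 and 52. Of 32 cell cycle genes 12 fell (25 adjusted over the list alone), with a median of -0.99 (camera adjusted p = 4.51e-25; adjusted p = 0.0596 with an estimated correlation). Beside them, endothelial markers had a median of -0.90 with 0 of 11 called by limma and 8 lower adjusted over the list alone (adjusted p = 0.723 with an estimated correlation). Proximal tubule markers had a median of 0.42 with 0 of 15 called by limma (adjusted p = 0.723 with an estimated correlation). Camera at the preset correlation also called the thick ascending limb (1 of 16 genes rose; 3 higher and 1 lower adjusted over the list alone), unfolded protein response (0 of 19 called by limma), corticoid response (0 of 19) and clock (0 of 15) lists, with adjusted p = 0.723, 0.723, 0.826 and 0.712 with an estimated correlation.

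The lithium effect differed between CCD and cTAL for 2000 of 13083 genes, 1550 with a higher and 450 with a lower log2 in CCD, by limma with BH adjustment. Median-of-ratios scaling shifted the median by -0.101 and gave 1109 and 857, and set means gave 485 genes. The libraries of both segments fall in the same sets, which these fits leave unpaired. With the sets paired between segments, limma called 546 genes. The log2 was higher in CCD by the most for Ccl20 (5.88), Mmp2 (4.90), Phlda3 (4.04), Pdlim1 (4.02), Ccna2 (3.77), Ctrb1 (3.73), Lcn2 (3.71), Ns5atp9 (3.71), Ube2c (3.70) and Tubb6 (3.68). The other direction was led by Gdpd2 (-2.86), Defb29 (-2.30), Ier3 (-2.18), Mt3 (-2.15), Fxyd1 (-2.09), Kcnj13 (-1.98), Txk (-1.82), Cldn19 (-1.80), Cga (-1.53) and Junb (-1.51). Avpr2, Scnn1b and Slc4a1 had differences of -0.66, -0.84 and -0.84. On set means limma no longer called Fxyd1, Junb, Avpr2, Scnn1b and Slc4a1. With the sets paired it did not call Fxyd1 (adjusted p = 0.13), Junb (0.101), Cga (0.0544), Scnn1b (0.319) and Slc4a1 (0.202). Their differences in that fit were -2.09, -1.69, -1.53, -0.65 and -0.82. All kept their sign, so the lost calls do not show that the differences went away. Aqp2 (-0.15), Aqp3 (0.08), Fxyd4 (-0.18), Slc26a4 (-0.05), Umod (0.41) and Slc12a1 (0.35) were not called. The log2 of all 34 cell cycle genes was higher in CCD, with a median difference of 2.49 (34 adjusted over the list alone; adjusted p = 2.93e-05 with an estimated correlation), and so was that of 19 of 32 NF-kB genes (22 adjusted over the list alone; adjusted p = 0.035 with an estimated correlation). Of the 69 genes lower in cTAL, 45 of the 66 tested in both segments were higher in CCD, where 14 were expected (odds ratio 8.1, Fisher's exact test adjusted p = 1.03e-15 over 4 tests). Fisher's test takes genes as independent. Members of the cell cycle list, such as Cdk1, Ccna2, Top2a and Mki67, are among the 45, and this list had an estimated correlation of 0.367 in cTAL. The p is thus too small, and the overlap in part repeats the cell cycle result. Genes lower in both numbered 9 with 10.1 expected, and 3 were higher in both with 1.48 expected. The 45 became 22 without a filter and 19 with a filter of 5 TPM. With median-of-ratios scaling 3 genes were lower in both (Fisher adjusted p = 0.0164), and with the detected-gene covariate 5 were higher in both (0.0326). On set means no overlap can be formed, since 0 genes were called in cTAL.

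Camera at the preset correlation called 8 further lists for the difference between segments, none of which held with an estimated correlation. The lithium log2 of tubular injury genes was higher in CCD than in cTAL in 8 of 20 cases and lower in 1 (9 and 1 adjusted over the list alone; adjusted p = 0.0807 with an estimated correlation), with Krt19 at 3.30. For p53 targets this was 9 and 2 of 17 (10 and 3 adjusted over the list alone; adjusted p = 0.0807 with an estimated correlation), with Cdkn1a at 3.21. That of oxidative phosphorylation genes was higher in 12 of 35 cases (18 adjusted over the list alone; adjusted p = 0.556 with an estimated correlation), with Cyc1 at 0.44. Principal cell genes had a lower log2 in CCD in 7 of 20 cases (9, with 1 higher, adjusted over the list alone; adjusted p = 0.101 with an estimated correlation), with Scnn1a at -1.02. For intercalated cell genes this was 5 of 21 (5 adjusted over the list alone; adjusted p = 0.137 with an estimated correlation), with Slc26a7 at -1.03. AP-1 genes had a lower log2 in CCD in 5 and a higher log2 in 2 of 21 cases (6 and 2 adjusted over the list alone; adjusted p = 0.654 with an estimated correlation). TGF-beta targets had a lower log2 in 3 and a higher log2 in 2 of 17 cases (3 and 2 adjusted over the list alone; adjusted p = 0.605 with an estimated correlation), and proximal tubule markers a lower log2 in 1 of 17 (0 adjusted over the list alone; adjusted p = 0.654 with an estimated correlation). Slc26a7 was not called by limma on set means (adjusted p = 0.314) or with the sets paired (0.331), and Scnn1a was not called on set means (0.229) but was with the sets paired (0.0104).

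**Figure D3:**
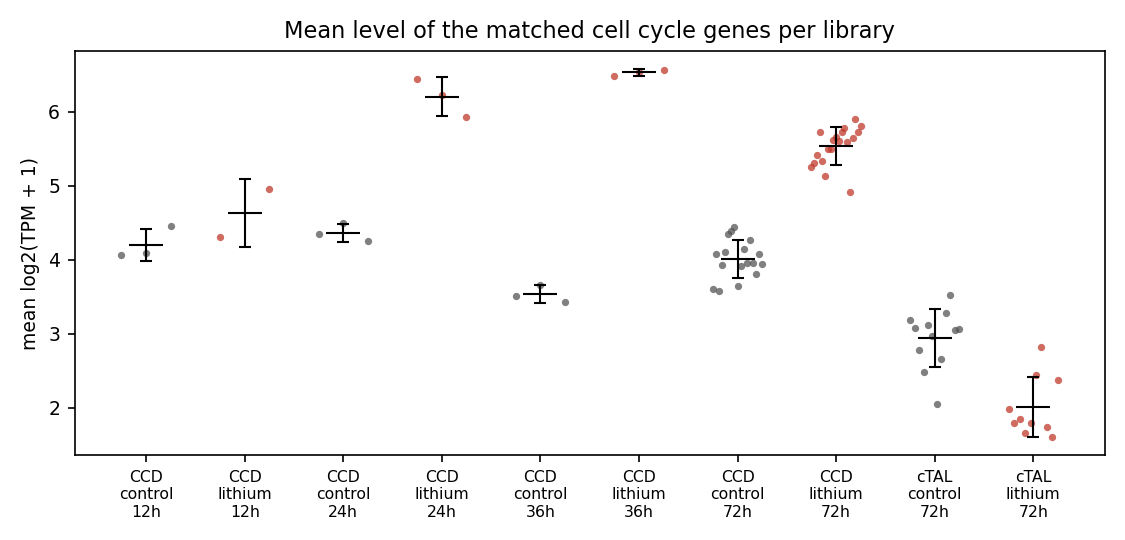
Mean log2(TPM + 1) of the 34 matched cell cycle genes in each library of the 10 groups, control in grey and lithium in red. Points are libraries, the black bar is the mean and the whiskers are 1 SD; in CCD the means were 4.01 in control and 5.54 in lithium libraries at 72 h, and in cTAL 2.94 and 2.01.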

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

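The set means and the tests of explanations in this part were chosen after the result was seen. The comparisons between segments and over time were planned. The lithium effect differed between segments for 2000 genes, with differences (CCD minus cTAL) of 5.88 for Ccl20, 4.90 for Mmp2, 4.04 for Phlda3, 4.02 for Pdlim1, 3.77 for Ccna2, 3.73 for Ctrb1, 3.71 for Lcn2, 3.71 for Ns5atp9, 3.70 for Ube2c and 3.68 for Tubb6. Negative differences were -2.86 for Gdpd2, -2.30 for Defb29, -2.18 for Ier3, -2.15 for Mt3, -2.09 for Fxyd1, -1.98 for Kcnj13, -1.82 for Txk, -1.80 for Cldn19, -1.53 for Cga, -1.51 for Junb, -0.66 for Avpr2, -0.84 for Scnn1b and -0.84 for Slc4a1. Of these 23 genes 18 stayed called on set means, and Fxyd1, Junb, Avpr2, Scnn1b and Slc4a1 did not. With the sets paired between segments, Avpr2 was called (limma adjusted p = 0.0263) and Cga was not (0.0544). The median differences of lists were 2.49 for cell cycle, 0.87 for NF-kB, 0.55 for p53 targets, 0.33 for tubular injury, 0.17 for oxidative phosphorylation, -0.38 for principal cell, -0.27 for intercalated cell, -0.39 for proximal tubule, -0.15 for AP-1 and -0.36 for TGF-beta targets. Of these 10 lists only 2, cell cycle and NF-kB, were also called by camera with an estimated correlation.

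The lithium effect in CCD differed over time for 1189 genes. Adjusted p-values by limma's F test were 5.03e-18 for Clu, 1.15e-12 for Ctrb1, 1.5e-12 for Apcdd1, 1.16e-10 for Shisa2, 2.27e-09 for Tcf19, 2.27e-09 for Crb2, 3.04e-09 for Gip, 5.99e-09 for Txk, 5.99e-09 for Smpdl3b, 9.16e-09 for Timp1, 0.00214 for Aqp2, 0.000424 for Avpr2, 0.00585 for Scnn1b and 5.78e-08 for Fxyd4. Of these 14 genes 4 stayed called on set means, and Ctrb1, Tcf19, Crb2, Gip, Txk, Smpdl3b, Aqp2, Avpr2, Scnn1b and Fxyd4 did not. In that fit each early group is a single mean and the spread comes from the sets at 72 h alone.

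Of 30 measures tested for a single distant library in lithium cTAL, 6 had such a library by Dixon's test. For normally distributed values chance alone gives this in about 1 of 20 groups. That rate need not hold for TPM, so the 6 cannot be compared with it. The values were 131.02 TPM for Kng2 and 780.08 for Defb1 in library 10, 14.98 for Mlana in library 6, 8.22 for Ccna2 in library 7, 9.68 for Aqp2 in library 1 and 2.37 for Slc4a1 in library 4. The cause was not tested.

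Cell cycle genes were lower in lithium than in control cTAL libraries, with a difference of the mean log2 level of -0.931 (SE 0.17). With the endothelial score as a covariate the difference was -0.731 (SE 0.178), so fewer endothelial cells in the lithium libraries could account for a part of it. Without the libraries that stand apart it was -0.843 (SE 0.189). On 4 control and 4 lithium set means the difference was -0.912, about as large, with an exact permutation p of 0.0571, so differences between sets of libraries could not be excluded.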

How the results depend on the processing

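The means of libraries that share a pattern, their blocks and the omission of libraries that stand apart were chosen after the result was seen. The cause of the moves below was not tested. In CCD at 72 h the 4338 genes became 485 at 2-fold or more and 1759 on set means, and 12 lists became 3 with an estimated correlation. In cTAL the 82 genes became 31 without a filter, 50 with a filter of 5 TPM, 498 with array weights, 51 with the proximal covariate, 45 at 2-fold or more, 308 in the 4-group fit and 0 on set means (362 at an unadjusted p under 0.05 in limma), with or without low and high numbers as a block. Leaving out control library 2, 9 or 10 gave 48, 49 or 48, and leaving out lithium library 3, 4 or 7 gave 44, 52 or 152. Its 7 lists became 0 with an estimated correlation, 2 with fry, 4 with a filter of 5 TPM, 3 on set means and 2 with that block. At 12 h the 1411 genes became 554 with array weights, 326 at 2-fold or more, 389 with the 2 groups alone, 280 with 8 CCD groups and 3 on set means, and 9 lists became 0 with an estimated correlation and 2 with fry. At 24 h the 3059 genes became 1748 with the detected-gene covariate, 760 at 2-fold or more, 1232 with 8 CCD groups and 313 on set means, and 10 lists became 2 with an estimated correlation and 6 with the proximal covariate. At 36 h the 4198 genes became 2512 with the detected-gene covariate, 972 at 2-fold or more, 1932 with 8 CCD groups and 683 on set means, and 8 lists became 0 with an estimated correlation.

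For the difference between segments, 2000 genes became 613 at 2-fold or more, 485 on set means and 546 with the sets paired between segments, and 10 lists became 2 with an estimated correlation and 6 with median-of-ratios scaling. Between segments in controls, 8153 became 2537 at 2-fold or more. For lithium over time, 1189 became 4673 with array weights, 1792 without the libraries that stand apart and 17 on set means. For controls over time, 1974 became 5928 with array weights, 1200 with the proximal covariate and 15 on set means. The share of genes with the same sign became 77.2% at 12 h, 87.5% at 24 h and 94.4% at 36 h on set means, and 72.6% at 24 h and 82.3% at 36 h without the libraries that stand apart. Genes higher in CCD and lower in cTAL went from 45 to 22 without a filter and 19 with a filter of 5 TPM. Genes lower in both went to 3 with median-of-ratios scaling (Fisher adjusted p = 0.0164) and genes higher in both to 5 with the detected-gene covariate (0.0326). The oxidative phosphorylation list at 24 h turned from lower to higher with the detected-gene covariate, where it was not called (camera adjusted p = 0.77).

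Replicate numbers did not pair libraries: 4 of 17 numbers shared by control and lithium CCD libraries at 72 h had a correlation of residuals over 0.1, and 3 of 10 in cTAL. With the replicate number as a block, limma called 4232 genes in CCD at 72 h, 0 in cTAL, 1034 at 12 h, 2990 at 24 h, 4169 at 36 h, 1785 for the difference between segments, 7826 between segments in controls and 1004 for lithium over time.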

Other observations

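The genes and tests of this part were chosen after the result was seen. Of 11381 genes tested at all 4 times in CCD, 344 were called higher and 64 lower at each time, and 36 were called with mixed signs. Independence of the times would give 10.2 and 0.357. By the smallest log2 over the times, Adm2, which encodes intermedin, led with at least 2.10, and others were Mcm5 (1.92), Cdca7 (1.89), Necab3 (1.80), Cdc6 (1.80), Lcn2 (1.80), Cxcl10 (1.76), Gins1 (1.73) and Mcm3 (1.69). Among the lower genes Gadd45g, a stress-response gene, fell by at least 0.91, Ndrg1 by 0.75 and Timp4 by 0.74, and these 3 stayed called at 72 h on set means. Of the 10 lower genes with the largest such values, Dynlrb2 (limma adjusted p = 0.103), Dhtkd1 (0.175) and Igfbp5 (0.0889) did not. On set means limma called only 3 genes at 12 h, so the counts over all times rest on the spread between libraries.

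Mean cell cycle levels in CCD were 4.20 in control and 4.63 in lithium libraries at 12 h, 4.37 and 6.21 at 24 h, 3.54 and 6.54 at 36 h and 4.01 and 5.54 at 72 h. At 12 h the lithium libraries were at 4.305 and 4.954 and the controls at 4.061, 4.086 and 4.451. The ranges thus overlapped at 12 h, and the difference there rested largely on lithium library 2. The helicase genes Mcm3 and Mcm5 were called from 12 h on.

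Splits of the libraries were used to ask whether chance can be excluded. In CCD at 72 h 1 of 100 splits, the real 1, called 4338 genes and the highest other called 506. For cTAL 2 of 100 splits reached the real 82, the other calling 231. The real split was 1 of 100 for the difference between segments (2000, highest other 498), between segments in controls (8153, 5391) and for controls over time (1974, 1430). These splits break up the sets of libraries described below. At 24 and 36 h the 10 splits are too few for a share under 0.05, with 3059 and 4198 genes in the real split and 1 gene in the highest other at both times. The same holds for the share of genes with the same sign as at 72 h. It was 68.6%, 75.5% and 84.9% in the real split at 12, 24 and 36 h and 60.3%, 74.2% and 80.1% in the highest other. The other splits at 24 and 36 h mix the treatments unevenly, so their shares can keep a part of a lithium effect. On set means the real split was 1 of 35 in CCD at 72 h (1759, highest other 3), 1 of 35 for the difference between segments (485, highest other 1), 1 of 35 between segments in controls (5702, highest other 3) and 1 of 35 for controls over time (15, highest other 4). In cTAL the real count on set means was 0, which all 35 splits reach by design, so this count says nothing about chance. Of the other splits 1 called 219 genes, which points to a structure of the samples. It put the 2 control and 2 lithium sets of low library numbers against those of high numbers. With low and high numbers as a block, limma still called 0 genes for lithium in cTAL (504 at an unadjusted p under 0.05).

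Libraries of a group shared the levels of genes with 2 separated levels in runs of consecutive numbers. If each library varied on its own, as few as 42 distinct combinations of exact states within groups would be rare, since 10000 shuffles gave at least 59 (permutation p = 1e-04, the smallest possible). Libraries of 1 set may come from the same rat: 21 of 22 cTAL libraries were nearest to a CCD set of their own treatment, against at most 19 with shuffled treatments. Sets prepared together could also differ, and 1821 other genes differed between the 4 sets of CCD controls at 72 h, which cannot tell the 2 explanations apart. A list of the rat behind each library would settle this.

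The largest early changes in CCD may partly be levels that differ between sets of untreated libraries. Of 60 named early changes 4 were in genes that define the sets (Slc39a1, Repin1 and H3f3c at 12 h and RT1-CE16 at 36 h), which differ between sets by choice and were left out. Of the other 56, 3 were no larger than the range of the 4 control sets at 72 h, among them Id3 at 12 h, and 53 were larger. Of the 56, 17 were called the same way on set means at 72 h, 0 of them within that range, and 3 the opposite way. All 34 cell cycle genes were beyond the range at 36 h. Each early group resembles 1 set, so the explanation stays open for the early times themselves. Crb2 was at 18.34 ± 3.98 TPM in 24 h controls and 18.5 ± 2.62 in 36 h lithium libraries.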
